A study of Mus musculus with 40 samples. Its data were reported in "Identification of early molecular markers for breast cancer" (2011).

How the data were processed

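Mammary tissue of 40 mice was measured on 1 Affymetrix whole-genome mouse array per mouse, in 8 groups of 5. The groups were wild_type, before_activation (transgenic glands before a lactation had switched on the transgene), 1M, 2M, 3M, 4M and 5M (transgenic glands by months after that lactation) and invasive_tumour. According to the methods of the study, 50 ng of total RNA per sample went through 2 rounds of amplification, and GCRMA in GeneSpring GX 10.0 served for background correction and normalization of the CEL files. The first deposited table holds intensity values: linear GCRMA summaries of 45101 probe sets, from 2.03 to 144656, with array medians from 18.96 to 24.3. The second deposited table holds log2 values, which are the log2 of the same summaries minus each probe set's median over the 40 arrays. Both tables were joined by sample and probe set and checked against each other; after centring they differed by at most 1.04e-06 on the log2 scale.

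The log2 of the deposited intensities was used as it stood, with no further normalization, offset or filter. The 64 control probe sets were set aside, which left 45037 tested probe sets. Of these, 34945 carried exactly 1 gene symbol, 932 several and 9160 none, and the symbols of 34741 matched the name of the same gene in a mouse RefSeq table. For each of 18193 genes the probe set with the highest mean over the 40 arrays stood for the gene. Over all arrays, 52.2 percent of tested probe sets had a mean below 5 on the log2 scale, close to the floor of the summaries, so a fold change from such a level depends on that floor. Among the probe sets called in 2M and 3M, 51.0 percent had a control mean below 5.

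Each comparison was a fit of its own in limma 3.58.1 (R 4.3.3, with version 1.17.8 of data.table), with a group factor of 2 levels, empirical Bayes moderation, two-sided tests and Benjamini-Hochberg adjustment over the 45037 probe sets. A probe set was called where the adjusted p was at most 0.01 and the change at least 5-fold, the thresholds of the study; counts at adjusted p at most 0.05 with no fold limit are given beside them. The 12 comparisons were 2M and 3M together against the 10 control arrays of wild_type and before_activation, invasive_tumour against those controls, each of 1M to 5M against them, before_activation against wild_type, invasive_tumour against 4M and 5M together, invasive_tumour against 2M and 3M together, 1M against 2M, and a slope per month over the 20 arrays from 2M to 5M (called at adjusted p at most 0.01 with no fold limit). The number of arrays per group limits the precision of these fits. A gene's difference is given on the log2 scale with its standard error from the fit, and the number of arrays in its direction is the number on that side of the mean of the reference group.

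The groups, the comparisons, the thresholds, 25 gene lists with 416 members and the rule for naming genes were fixed before the data were examined. Of the members, 387 had a probe set with 1 symbol. The lists were study markers, DNA replication, mitosis, Rb and E2F regulators, DNA repair, p53 targets, milk and lactation, luminal epithelium, basal and myoepithelial cells, adipocytes, brown adipocytes, fibroblasts and matrix, matrix remodelling, macrophages, B cells and plasma cells, T cells, endothelium, skeletal muscle, epidermis, interferon response, epithelial-mesenchymal transition, hypoxia and glycolysis, neuroendocrine, immediate early genes and erythrocytes. The study markers were chosen by the study on these arrays, and 6 of its 7 members are used here; the remaining one and some members of other lists are not reported here. The rule named the 10 highest and 10 lowest called genes of the 2M and 3M and of the tumour comparison (5 and 5 in the others), skipping clone names. It also named the study markers, Actb and Wap in every comparison, and in each list up to 4 members with the smallest p in that comparison. Any other gene in the text was chosen after its values were seen and is marked so.

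For every list the members that were higher or lower at adjusted p at most 0.05 were counted, with the adjustment over all probe sets and over the list alone. Lists were tested with camera of limma at a preset correlation of 0.01 and again with an estimated correlation. The mean of each list on each array was compared between groups with a two-sided permutation test, exact where a group had fewer than 10 arrays and otherwise with 100000 resamples; the slope of list means used the same number of resamples. Adjustment was over the 25 lists of a comparison. Since camera at the preset correlation gave as many lists in at least 6 of 100 splits of the same arrays in every comparison except the slope, the text leans on the permutation tests of list means.

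The early and the tumour comparison share their control arrays. The overlap of their calls was therefore set beside 50 simulations of unchanged groups against the same controls, beside the product expected of independent calls, and beside fits that gave wild_type to the one comparison and before_activation to the other. The fits were tested on simulated data: arrays were drawn with the mean and spread of each real probe set, and 50 probe sets per fold change were shifted. At a 5-fold shift 100 percent passed adjusted p in the 2M and 3M design and 92 percent in the tumour design, and 60 and 40 percent were called, since the estimate of a true 5-fold change falls below the limit about as often as above it. At an 8-fold shift 96 and 94 percent were called, with 0 false calls.

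The alternatives planned beforehand were the other deposited table, quantile normalization on top, an offset of 32 on the linear values, only the 22518 probe sets with a mean above the median, the methods' t-test with unequal variances, a replicate block, a fit of all 8 groups, trended and robust moderation, leaving out each array, a 2-fold limit, either control group alone, the slope from 1M, list means over all probe sets of a gene, and an estimated correlation. Chosen after seeing the data were the fits without 14 arrays with a T cell list mean above 6, with that mean as a covariate, without 8 arrays with a skeletal muscle mean above 9 or an epidermis mean above 7, and with a block for the level of the Dap labelling spike-in (below 8 in 7 arrays). A list of lymph node stroma genes was also added then; 3 of its 5 members are measured here. Differences between the 3-prime and 5-prime control probe sets of Gapdh and beta-actin, the correlation with arrays of the same group and the spike-in levels described array quality. Histology, other assays of the study and the probe sets with several symbols or none were not used to name genes.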

Results

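The arrays covered 8 groups of 5 mice. Glands of wild_type and before_activation, neither of which carried an active transgene, served together as 10 controls. Transgenic glands were taken at 1M, 2M, 3M, 4M and 5M after the lactation that switched on the transgene, and invasive_tumour samples formed the last group. No group is labelled as wild type glands after a lactation. In comparisons with the controls an active transgene and a past lactation therefore cannot be told apart. Values are log2 intensities, differences are on the log2 scale with their standard errors from limma, and a called probe set passed an adjusted p of 0.01 and a 5-fold change.

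The comparison of 2M and 3M together with the controls asks which genes had changed by the times the study took as early. Milk protein genes were among those that rose most: the caseins Csn2 (12.78 ± 0.84, adjusted p = 3.3e-08), Csn1s1 (11.92 ± 0.82), Csn1s2a (11.86 ± 0.56) and Csn1s2b (4.96 ± 0.38), and the alpha-lactalbumin gene Lalba (5.31 ± 0.54). Wap, whose promoter drives the transgene, was higher by 3.89 ± 0.47. Car6, a secreted carbonic anhydrase (6.57 ± 0.51), and Pigr, the receptor that carries immunoglobulins across epithelium (6.34 ± 0.44), rose with them. Among genes of cell division, Ccna2 (5.02 ± 0.73), Pbk (4.74 ± 0.65) and Lrr1 (4.89 ± 0.49) were among the highest. Among the lowest genes were Itih2 (-3.15 ± 0.47, adjusted p = 0.000220), the iodide transporter gene Slc5a5 (-3.13 ± 0.48), the cation channel gene Trpc6 (-2.90 ± 0.48) and Fam25c (-2.84 ± 0.40). Each of these genes differed from the control mean in 10 of 10 arrays. Actb, a reference gene, differed by 0.07 ± 0.18, adjusted p = 0.924, with 6 of 10 arrays in that direction. A dimmer Actb probe set (mean 11.8) differed by 0.97, adjusted p = 0.119, so the gene was not shown to be stable. In limma 253 probe sets were called, 238 higher (180 genes) and 15 lower (11 genes). At adjusted p of 0.05 there were 2412 higher and 2942 lower. Among the arrays with a high level of the Dap labelling spike-in, 7 controls against the 10 early arrays gave 221 calls, and the 253 probe sets all had the same direction there. Since these arrays also made the 253 calls, that direction was nearly fixed beforehand and is no test of labelling. With before_activation alone as controls 147 were called. The 3-prime minus 5-prime difference of the Gapdh control probe sets was 0.547 higher in these 10 arrays (permutation p = 0.00012, adjusted p = 0.00084).

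Of the 6 study markers used here, which the study chose on these arrays and whose count is therefore not independent evidence, 6 were higher over all genes tested and 6 adjusted over the list alone. Muc1, a membrane mucin, differed by 2.91 ± 0.32, adjusted p = 1.36e-05, the ribonucleotide reductase subunit gene Rrm2 by 3.52 ± 0.48, adjusted p = 0.000102, the exonuclease gene Exo1 by 3.87 ± 0.38, adjusted p = 4.38e-06, the spindle protein gene Nusap1 by 3.53 ± 0.54, adjusted p = 0.000302 and Depdc1a by 3.53 ± 0.37, adjusted p = 9.91e-06, each in 10 of 10 arrays. Foxm1, a transcription factor of the cell cycle, was higher by 1.15 ± 0.27, adjusted p = 0.00759, under 5-fold and so not called. A dimmer Exo1 probe set differed by 1.06 and one near the floor by 0.02, and a dimmer Nusap1 probe set, near the floor, by 0.05. The Foxm1 probe set used had a control mean of 3.89, and dimmer Foxm1 probe sets differed by 0.44, 0.23 and 0.01. Dimmer Rrm2 probe sets differed by 3.63 and 3.98.

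Lists of dividing cells rose as groups. Of the mitosis list 34 of 34 members were higher over all genes tested and 34 adjusted over the list alone, among them Mad2l1 (2.04 ± 0.20), Ect2 (4.11 ± 0.42), Cdc20 (3.49 ± 0.39) and Bub1 (4.34 ± 0.53), which act at the spindle and in cytokinesis. DNA replication had 29 of 31 higher (30 adjusted over the list alone), with Mcm4 (1.94 ± 0.19), Dtl (2.58 ± 0.28), Clspn (3.86 ± 0.43) and Rfc4 (1.73 ± 0.19). DNA repair had 15 of 17 (16 adjusted over the list alone), with Rpa2 (1.33 ± 0.13), Fanca (2.78 ± 0.29), Rad51ap1 (1.67 ± 0.20) and Chek1 (3.58 ± 0.51). Among Rb and E2F regulators 9 of 22 were higher and 1 lower (9 and 2 adjusted over the list alone), with Ezh2 (1.29 ± 0.18) and E2f8 (2.72 ± 0.41) higher. Milk and lactation had 17 of 22 members higher (17, and 1 lower, adjusted over the list alone), Csn3 (3.83 ± 0.27) among them. The mean of the list was higher by 3.45 for mitosis, 1.99 for DNA replication, 1.59 for DNA repair, 3.09 for the study markers, 0.46 for Rb and E2F regulators and 3.96 for milk and lactation. Each rose in 10 of 10 arrays with a permutation p of 2e-05 (adjusted p = 8.33e-05). By camera with an estimated correlation adjusted p = 0.0667 for mitosis and 0.0799 for Rb and E2F regulators, which no longer passed, 0.0277 for DNA replication, 0.0183 for DNA repair and for the study markers, and 0.00132 for milk and lactation. In the same arrays T cell markers were high in 6 of 10 at 2M and 3M and in 3 of 10 controls.

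Adipocyte and endothelial lists fell. Adipocytes had 10 of 20 members lower over all genes tested and 15 adjusted over the list alone, with Pparg (-1.13 ± 0.19), the lipase genes Lipe (-1.66 ± 0.29) and Pnpla2 (-1.10 ± 0.21) and the lipid droplet gene Cidec (-0.91 ± 0.16). The list mean was -0.66 in 10 of 10 arrays (adjusted permutation p = 0.00189; adjusted p = 0.287 with an estimated correlation). Brown adipocytes had 3 of 7 lower (3 adjusted over the list alone; mean -1.46, adjusted permutation p = 0.00725, adjusted p = 0.308 with an estimated correlation). Endothelium had 6 of 13 lower and 9 adjusted over the list alone, with Robo4 (-0.97 ± 0.19), Eng (-0.87 ± 0.18) and Tie1 (-1.03 ± 0.22). Its list mean was -0.61 in 10 of 10 arrays (adjusted permutation p = 0.000821, adjusted p = 0.0838 with an estimated correlation). The epithelial-mesenchymal transition list had 3 of 10 lower (3 adjusted over the list alone), led by the repressor gene Zeb1 (-0.52 ± 0.10), and a mean of -0.31 (adjusted permutation p = 0.000875, adjusted p = 0.125 with an estimated correlation). The matrix remodelling mean was higher by 0.42 (adjusted permutation p = 0.0159, adjusted p = 0.752 with an estimated correlation) with 2 members higher and 1 lower over all genes tested and adjusted over the list alone. The macrophage elastase gene Mmp12 (4.48 ± 0.42, adjusted p = 2.75e-06) was one of them. The interferon response mean was higher by 0.53 in 8 of 10 arrays (adjusted permutation p = 0.0475, adjusted p = 0.485 with an estimated correlation), but did not pass without any single wild_type array, before_activation replicate 1, 2, 3 or 4, 2M replicate 2, 3 or 4, or 3M replicate 1, 2, 3 or 5 (adjusted permutation p up to 0.0917). It had 2 of 13 members higher over all genes tested and 3 adjusted over the list alone.

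The means of 13 other lists did not pass at 2M and 3M. Their differences and adjusted permutation p were -0.04 and 0.490 for p53 targets, 0.01 and 0.947 for luminal epithelium, 0.17 and 0.523 for basal and myoepithelial cells, -0.38 and 0.0789 for fibroblasts and matrix, and 0.16 and 0.490 for macrophages. For further lists they were 1.79 and 0.143 for B cells and plasma cells, 1.15 and 0.448 for T cells, -1.09 and 0.446 for skeletal muscle, and -0.40 and 0.654 for epidermis. They were 0.03 and 0.784 for hypoxia and glycolysis, -0.28 and 0.129 for neuroendocrine, 0.18 and 0.448 for immediate early genes, and -0.10 and 0.541 for erythrocytes. Single arrays weighed on several of them: epidermis was at 0.01 without wild_type replicate 1, skeletal muscle at -0.44 without before_activation replicate 4, and fibroblasts and matrix passed without 2M replicate 4 (adjusted permutation p = 0.0302). The differences of p53 targets, luminal epithelium, basal and myoepithelial cells, macrophages, hypoxia and glycolysis, immediate early genes and erythrocytes also changed direction, or moved by over 1.5 times, without some single arrays. Members higher and lower over all genes tested were 5 and 5 for luminal epithelium (5 and 6 adjusted over the list alone), where the hormone pathway gene Foxa1 was lower (-1.59 ± 0.20) and the epithelial factor gene Ehf higher (2.04 ± 0.34). They were 0 and 2 for p53 targets (1 and 4 adjusted over the list alone) and 2 and 4 for hypoxia and glycolysis (3 and 5), where the carbonic anhydrase gene Car12 was higher (3.07 ± 0.37). Jchain, a plasma cell gene, was higher by 3.46 ± 0.64, adjusted p = 0.00143. Median and mean of members differed in sign for p53 targets, hypoxia and glycolysis, and erythrocytes. With camera at the preset correlation 13 lists passed adjusted p of 0.05. Of them 4 did with an estimated correlation: milk and lactation, study markers, DNA repair and DNA replication. With an estimated correlation adjusted p = 0.485 for fibroblasts and matrix and 0.547 for B cells and plasma cells.

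**Figure D1:**
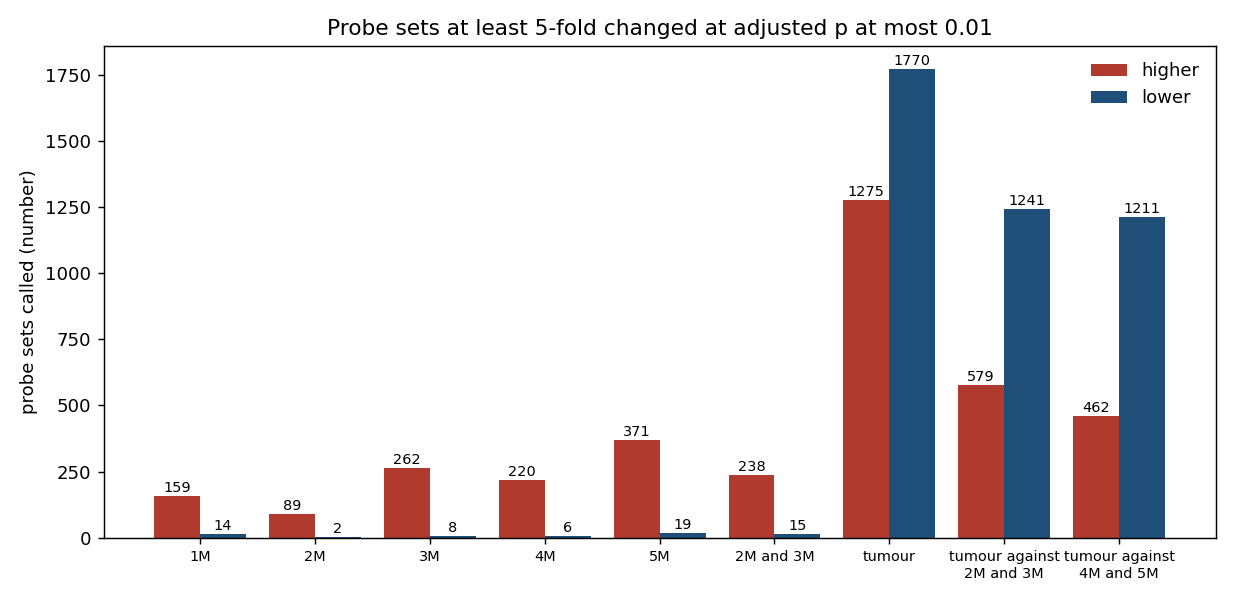
Number of probe sets called higher (red) and lower (blue) (vertical axis: number of probe sets) in 9 comparisons, against the 10 controls unless another group is named (horizontal axis). Among these 9 comparisons bars run from 89 higher and 2 lower at 2M to 1275 higher and 1770 lower in tumours.

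Invasive tumours were compared with the same controls to see which genes marked the tumours themselves. Casein genes were again the highest, Csn1s1 by 10.25 ± 1.27, adjusted p = 1.9e-05, Csn2 by 9.15 ± 1.42 and Csn1s2a by 8.22 ± 0.98. Then came Lrr1 (7.65 ± 0.61), Car6 (7.58 ± 0.50), the chromosome condensation gene Ncapg (7.61 ± 0.62), the checkpoint kinase gene Bub1 (7.58 ± 0.69), the kinetochore gene Cenpf (7.52 ± 0.87), the collagenase gene Mmp13 (7.45 ± 0.77) and Ccna2 (7.27 ± 0.99). The lowest genes were the carboxylesterase gene Ces1f (-8.40 ± 0.70, adjusted p = 4.76e-07), Aldh1a7 (-8.16 ± 0.83), Abcd2 (-8.09 ± 0.81), Timp4 (-8.06 ± 0.60) and Slc7a10 (-8.05 ± 0.96), with Ptprd (-7.84 ± 0.62), Cd209b (-7.83 ± 0.73), Tmem182 (-7.74 ± 0.76), the albumin gene Alb (-7.59 ± 0.42) and Klb (-7.59 ± 0.60) above them. These 20 genes differed from the control mean in 5 of 5 arrays. All 6 study markers used here were higher over all genes tested and adjusted over the list alone, Muc1 by 3.35 ± 0.46, adjusted p = 4.4e-05, Rrm2 by 5.29 ± 0.65, Foxm1 by 5.26 ± 0.29, adjusted p = 1.07e-08, Exo1 by 6.75 ± 0.42, Nusap1 by 5.76 ± 0.73 and Depdc1a by 6.59 ± 0.39. Wap differed by 1.56 ± 0.45, adjusted p = 0.0144 (1.03 without invasive_tumour replicate 3), with invasive_tumour replicates 1 and 2 at 4.73 and 4.70 against a control mean of 4.58, and Actb by 0.44 ± 0.20, adjusted p = 0.119. The dimmer Actb probe set differed by 0.83, adjusted p = 0.284. In limma 3045 probe sets were called, 1275 higher (780 genes) and 1770 lower (1205 genes), with 8471 higher and 6480 lower at adjusted p of 0.05. Among arrays with a high Dap spike-in 2965 were called, and the 3045 had the same direction there. Those arrays also made the 3045 calls, so the shared direction is no test of labelling. The mean correlation of a tumour array with its own group differed by -0.0111 from that of a control array (exact permutation p = 0.000666, adjusted p = 0.00466).

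In tumours the lists of dividing cells rose further. Mitosis had 34 of 34 members higher and DNA replication 31 of 31, over all genes tested and adjusted over the list alone. Ndc80 (4.91 ± 0.24), Ttk (6.37 ± 0.44), Cenpe (7.14 ± 0.50), Tyms (4.55 ± 0.19), Cdc45 (4.37 ± 0.21) and Rfc4 (3.69 ± 0.22) are examples. DNA repair had 16 of 17 higher (17 adjusted over the list alone), with Fancd2 (4.12 ± 0.14), Fanci (4.01 ± 0.21) and Blm (4.31 ± 0.23). Rb and E2F regulators had 12 higher and 5 lower of 22 (13 and 5 adjusted over the list alone), E2f7 (3.97 ± 0.29), Mybl2 (3.45 ± 0.27) and E2f8 (5.23 ± 0.50) among the higher ones. List means were higher by 6.06 for mitosis, 3.96 for DNA replication, 3.48 for DNA repair, 5.50 for the study markers, 1.13 for Rb and E2F regulators and 1.97 for milk and lactation. Each was higher in 5 of 5 arrays with an exact permutation p of 0.000333, the smallest possible here (adjusted p = 0.000640). None of these lists passed with an estimated correlation in camera, where adjusted p = 0.153 for mitosis, 0.0777 for DNA replication, 0.0603 for DNA repair and for the study markers, 0.128 for Rb and E2F regulators and 0.457 for milk and lactation. Milk and lactation had 10 of 22 members higher over all genes tested, and 10 higher and 1 lower adjusted over the list alone. Matrix remodelling was higher by 1.08 (adjusted permutation p = 0.00119, adjusted p = 0.804 with an estimated correlation), with 6 members higher, such as the tenascin gene Tnc (4.70 ± 0.42), and 5 lower, such as Timp2 (-2.19 ± 0.20), over all genes tested and adjusted over the list alone. Immediate early genes were higher by 1.14 (adjusted permutation p = 0.00167, adjusted p = 0.457 with an estimated correlation), with 6 higher and 1 lower over all genes tested and adjusted over the list alone. Ier3 (3.08 ± 0.47) and Junb (2.07 ± 0.39) were among the higher ones.

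Most lists of gland cell types fell in tumours. All 20 adipocyte members were lower over all genes tested and adjusted over the list alone, such as the glucose transporter gene Slc2a4 (-5.96 ± 0.35, adjusted p = 2.28e-08), Pnpla2 (-4.46 ± 0.29), Lipe (-7.32 ± 0.50) and Acaca (-4.03 ± 0.28). Endothelium had 12 of 13 lower over all genes tested and adjusted over the list alone, with Tek (-4.05 ± 0.27), Vwf (-3.64 ± 0.31) and Robo4 (-2.50 ± 0.16). Basal and myoepithelial cells had 10 lower and 1 higher of 14 (11 and 1 adjusted over the list alone), with the contractile genes Cnn1 (-5.56 ± 0.32), Myh11 (-4.18 ± 0.27) and Acta2 (-2.01 ± 0.17). Fibroblasts and matrix had 13 of 19 lower (13 lower and 1 higher adjusted over the list alone), with Dpt (-4.69 ± 0.23), Dcn (-3.52 ± 0.24) and Lum (-3.23 ± 0.26). The epithelial-mesenchymal transition list had 7 of 10 lower over all genes tested and adjusted over the list alone, with Zeb1 (-2.81 ± 0.19), Twist2 (-3.97 ± 0.36) and Snai2 (-2.23 ± 0.20). List means were -4.98 for adipocytes, -2.46 for endothelium, -2.34 for basal and myoepithelial cells, -1.60 for fibroblasts and matrix, -1.77 for the epithelial-mesenchymal transition list, -1.53 for neuroendocrine genes and -1.70 for erythrocytes. Each fell in 5 of 5 arrays with an exact permutation p of 0.000333 (adjusted p = 0.000640). With an estimated correlation adjusted p = 0.169 for adipocytes, 0.0603 for endothelium, 0.153 for basal and myoepithelial cells, the epithelial-mesenchymal transition list and neuroendocrine genes, 0.252 for fibroblasts and matrix and 0.671 for erythrocytes. Brown adipocytes had 3 of 7 lower (4 adjusted over the list alone; mean -2.73, adjusted permutation p = 0.00260, adjusted p = 0.499 with an estimated correlation). Among luminal genes the hormone receptor genes Pgr (-7.34 ± 0.44) and Esr1 (-5.14 ± 0.42) were lower and the adhesion genes Cdh1 (2.14 ± 0.21) and Epcam (2.03 ± 0.20) higher.

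The remaining tumour list means did not pass: -0.18 with an adjusted permutation p of 0.371 for luminal epithelium, -0.02 and 0.885 for p53 targets, and -0.14 and 0.572 for macrophages. Differences and adjusted permutation p were -1.48 and 0.351 for B cells and plasma cells, -1.26 and 0.401 for T cells, -2.26 and 0.0950 for skeletal muscle, -0.31 and 0.873 for epidermis, 1.27 and 0.0957 for interferon response, and 0.33 and 0.298 for hypoxia and glycolysis. Interferon response was higher in 3 of 5 arrays, by 0.60 without invasive_tumour replicate 5, and passed without invasive_tumour replicate 2 (1.85, adjusted permutation p = 0.0191). Epidermis was at 0.11 without wild_type replicate 1, T cells were at -0.82 without before_activation replicate 2, and p53 targets passed without invasive_tumour replicate 4 (adjusted permutation p = 0.0338). The differences of luminal epithelium, macrophages and hypoxia and glycolysis moved by over 1.5 times without some single arrays, to -0.12, -0.02 and 0.08 without invasive_tumour replicate 1. Luminal epithelium had 8 members higher and 6 lower over all genes tested (9 and 6 adjusted over the list alone). Among p53 targets 3 were higher and 4 lower over all genes tested and adjusted over the list alone, with Cdkn1a (2.48 ± 0.25) and Mdm2 (1.40 ± 0.21) higher and Phlda3 (-3.64 ± 0.39) lower. Among macrophage genes Msr1 was higher (2.84 ± 0.40) and Cd163 lower (-3.40 ± 0.38). The median of luminal members was 0.76 and their mean -0.18. With camera at the preset correlation 11 lists passed adjusted p of 0.05, and 0 did with an estimated correlation.

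The overlap of the early and tumour calls shows how much of the early change was also present in tumours. Both comparisons called 203 probe sets in the same direction, 192 higher and 11 lower (154 genes), and 0 in opposite directions; 80.7 percent of the early higher calls were called higher in tumours. Independent calls would share 6.74 higher and 0.590 lower. The 50 simulations of unchanged groups against the same controls shared 0 calls. Unchanged groups give hardly any calls that could be shared, so that 0 decides nothing on overlap. Over all probe sets the correlation of differences was 0.651, against 0.408 in the simulations, and the covariance 0.405 against 0.0223; probe sets are not independent replicates. With the controls split, wild_type for the early and before_activation for the tumour comparison gave 212 shared calls (covariance 0.403), and the other way round 101 (covariance 0.343).

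Called higher at 2M and 3M and not called in tumours were 46 probe sets (36 genes). By the direct comparison with 2M and 3M, 21 of these were lower in tumours at adjusted p at most 0.01, with no fold limit. Chosen after their values were seen, examples of the latter are the milk fat gene Btn1a1 (-5.12 ± 0.71, adjusted p = 8.94e-05), the lactoferrin gene Ltf (-3.27 ± 0.73, adjusted p = 0.00365), the lipase gene Cel (-5.67 ± 0.57, adjusted p = 5.14e-06), and the immunoglobulin genes Iglv1 (-5.52 ± 0.85), Igha (-3.30 ± 0.61) and Jchain (-3.80 ± 0.66). Csn1s2b, named by the rule, differed in tumours by -4.24 ± 0.57, adjusted p = 7.04e-05. The milk regulator gene Elf5 (-1.27 ± 0.55, adjusted p = 0.108) and Folr1 (-1.72 ± 0.67, adjusted p = 0.0749), also chosen after their values were seen, did not pass that test. B cell and plasma cell genes were unevenly spread over the gland arrays, with a list mean of -3.27 in tumours against 2M and 3M.

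The direct comparison of tumours with 2M and 3M asks what separated invasive tissue from those glands. The secreted factor gene C1qtnf3 (6.16 ± 0.80, adjusted p = 4.86e-05), Col12a1 (5.46 ± 0.66), Spsb4 (5.72 ± 0.92) and the cell cycle inhibitor gene Cdkn2a (5.45 ± 1.08, 4 of 5 arrays) were among the highest. Cd209b (-7.90 ± 0.83, adjusted p = 8.4e-06), Timp4 (-7.42 ± 0.48), Aldh1a7 (-7.36 ± 0.84) and the leptin gene Lep (-7.34 ± 0.80) were among the lowest. Foxm1 was higher by 4.12 ± 0.30, adjusted p = 4.09e-07 in 5 of 5 arrays, Exo1 by 2.88 ± 0.40, Depdc1a by 3.06 ± 0.37, Nusap1 by 2.23 ± 0.29, adjusted p = 4.82e-05 and Rrm2 by 1.76 ± 0.24, adjusted p = 7.23e-05 (both under 5-fold), while Muc1 differed by 0.44 ± 0.34, adjusted p = 0.405 (0.16 without invasive_tumour replicate 3) and Wap by -2.33 ± 0.81, adjusted p = 0.0441. The casein genes Csn1s2a (-3.65 ± 0.69, 5 of 5 arrays) and Csn2 (-3.62 ± 0.76, 4 of 5 arrays) were lower. All 34 mitosis and 31 DNA replication members were higher over all genes tested and adjusted over the list alone, with means higher by 2.61 and 1.97. Milk and lactation had 10 of 22 members lower (11 adjusted over the list alone; mean -1.99, adjusted permutation p = 0.00297, adjusted p = 0.466 with an estimated correlation), and B cells and plasma cells 4 of 13 (11 adjusted over the list alone; mean -3.27, adjusted permutation p = 0.00572, adjusted p = 0.466 with an estimated correlation). Adipocytes had 20 of 20 lower over all genes tested and adjusted over the list alone (-4.31). Basal and myoepithelial cells had 9 lower and 1 higher of 14 (10 and 1 adjusted over the list alone; -2.51), with Cnn1 (-5.74 ± 0.23) and Mylk (-3.09 ± 0.22). The means for mitosis, DNA replication, adipocytes and basal cells each moved in 5 of 5 arrays with an exact permutation p of 0.000333 (adjusted p = 0.000694). Camera passed 0 lists with an estimated correlation, where adjusted p = 0.130 for mitosis, 0.121 for DNA replication and for basal cells and 0.173 for adipocytes. In all 17 of 25 list means passed, 7 higher and 10 lower. In limma 1820 probe sets were called, 579 higher (361 genes) and 1241 lower (853 genes), all of them from arrays with a high Dap spike-in; the methods' t-test called 1118.

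Tumours were also compared with the later glands, 4M and 5M together, to see what set them apart from glands longest after activation. C1qtnf3 (5.74 ± 0.76, adjusted p = 7.67e-05), Mmp13 (7.06 ± 0.87) and Col11a1 (4.99 ± 0.67) were among the highest and Timp4 (-7.51 ± 0.47, adjusted p = 2.63e-07), Ces1f (-7.01 ± 0.75) and Lep (-6.80 ± 0.78) among the lowest, each in 5 of 5 arrays. Foxm1 was higher by 3.14 ± 0.40, adjusted p = 5.94e-05, Depdc1a by 2.22 ± 0.38, Exo1 by 2.10 ± 0.42, adjusted p = 0.00180, Nusap1 by 1.72 ± 0.26 and Rrm2 by 1.35 ± 0.28, adjusted p = 0.00231 (the last 4 under 5-fold), and Muc1 differed by 0.41 ± 0.32, adjusted p = 0.472 (0.13 and 0.63 without invasive_tumour replicates 3 and 5). Members higher over all genes tested and adjusted over the list alone were 34 of 34 of mitosis (2.15), with Plk1 (2.85 ± 0.32), and 31 of 31 of DNA replication (1.69), with Tyms (3.77 ± 0.32) and Mcm10 (2.44 ± 0.23). By the same counts 20 of 20 adipocyte members were lower (-4.30). Each of these 3 list means moved in 5 of 5 arrays (exact permutation p = 0.000333, adjusted p = 0.000757). Camera with an estimated correlation passed 0 lists (adjusted p = 0.130 for mitosis and for DNA replication and adjusted p = 0.161 for adipocytes). In all 17 of 25 list means passed, 7 higher and 10 lower. Luminal epithelium had a mean of -0.46 (adjusted permutation p = 0.00357, adjusted p = 0.833 with an estimated correlation) and a median of 0.22, with 5 members higher and 5 lower over all genes tested and adjusted over the list alone. Skeletal muscle genes were high in 2 of the 5M arrays and 1 of the 4M arrays, and their mean was -3.83 in tumours (adjusted permutation p = 0.0561, and 0.0465 without 4M replicate 2 or 5M replicate 1). In limma 1673 probe sets were called, 462 higher (282 genes) and 1211 lower (833 genes); 1514 were called among arrays with a high Dap spike-in, and the methods' t-test called 1001.

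The glands at 1M, closest to lactation, were compared with the controls. Csn1s2a (12.02 ± 0.77, adjusted p = 7.49e-07), Lalba (7.95 ± 0.43) and Wap (6.06 ± 0.53) were far above the controls, as was Saa1, an acute phase gene (8.94 ± 0.57, adjusted p = 7.35e-07). Mmp12 (7.31 ± 0.37, adjusted p = 8.5e-08), Mmp11 (3.64 ± 0.53) and the macrophage gene Cd14 (2.43 ± 0.19, adjusted p = 7.05e-06) also rose. Itih2 (-4.18 ± 0.38), the secretogranin gene Scg3 (-4.10 ± 0.37, adjusted p = 2.04e-05) and Foxa1 (-2.34 ± 0.23) fell, and each gene named so far for 1M differed in 5 of 5 arrays. Macrophages had 9 of 16 members higher over all genes tested and 13 adjusted over the list alone, with a list mean of 1.11 in 5 of 5 arrays (exact permutation p = 0.000333, adjusted p = 0.00167; adjusted p = 0.0920 with an estimated correlation). Milk and lactation had 17 of 22 higher (18 adjusted over the list alone, mean 4.25, adjusted permutation p = 0.00167, adjusted p = 0.00131 with an estimated correlation). Mitosis had 26 of 34 (34 adjusted over the list alone; mean 2.86, adjusted permutation p = 0.00312; adjusted p = 0.133 with an estimated correlation). Matrix remodelling had 3 of 18 (9 adjusted over the list alone; mean 1.04, adjusted permutation p = 0.00167; adjusted p = 0.0979 with an estimated correlation). Among the study markers Muc1 (3.99 ± 0.42, adjusted p = 8.77e-05) and Exo1 (3.54 ± 0.46, adjusted p = 0.000560) were called. Depdc1a (2.80 ± 0.46, adjusted p = 0.00357) was called too, but not without 1M replicate 1, 2, 4 or 5 (adjusted p up to 0.0171), while Rrm2 differed by 2.77 ± 0.67, adjusted p = 0.0340, Nusap1 by 2.73 ± 0.74, adjusted p = 0.0557 and Foxm1 by 0.91 ± 0.28, adjusted p = 0.0882. In limma 173 probe sets were called, 159 of them higher (128 genes). Past adjusted p of 0.05 were 1201 higher and 531 lower, in all 854 without 1M replicate 1 and 770 without 1M replicate 4. Without 1M replicate 4 there were 112 calls, without the arrays high in lymphocyte transcripts 44, without those with muscle or skin transcripts 75, with before_activation alone as controls 86, and within the high Dap arrays 113.

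At 2M, tested on its own against the controls, Csn1s2a (12.19 ± 0.75, adjusted p = 2e-06), Pigr (5.68 ± 0.39), Car6 (5.55 ± 0.39) and Wap (4.04 ± 0.34) were called higher and Fam25c (-3.39 ± 0.42, adjusted p = 0.00100) lower, each in 5 of 5 arrays. Of the study markers Exo1 was higher by 3.41 ± 0.42, adjusted p = 0.000976; Rrm2 differed by 3.22 ± 0.65, adjusted p = 0.0184, Nusap1 by 3.17 ± 0.74, adjusted p = 0.0307 and Foxm1 by 0.81 ± 0.27, adjusted p = 0.121. Muc1 (2.64 ± 0.39, adjusted p = 0.00399) and Depdc1a (3.00 ± 0.45, adjusted p = 0.00399) were called, Muc1 not without 2M replicate 1, 2, 3, 4 or 5 and Depdc1a not without 2M replicate 1, 2 or 3 (adjusted p up to 0.0163 for either). Mitosis had 30 of 34 members higher (34 adjusted over the list alone) and DNA replication 23 of 31 (28 adjusted over the list alone), with Mad2l1 (1.69 ± 0.20, adjusted p = 0.000879), Mcm4 (1.90 ± 0.25) and Dtl (2.16 ± 0.28). List means were higher by 3.07 (adjusted permutation p = 0.00278; adjusted p = 0.1003 with an estimated correlation) and 1.71 (adjusted permutation p = 0.00208, adjusted p = 0.0513 with an estimated correlation), each in 5 of 5 arrays. In all, 9 of 25 list means passed, 6 higher and 3 lower. T cell genes were high in 4 of the 5 arrays, with a list mean of 1.82 (adjusted permutation p = 0.322). RNA quality moved too: the 3-prime minus 5-prime difference of Gapdh was 0.624 higher at 2M than in the controls (0.462 to 0.736 without each array in turn). In limma 91 probe sets were called, 89 of them higher (70 genes), and 891 were higher and 891 lower at adjusted p of 0.05. The count was 161 without before_activation replicate 1, and 54, 49, 54, 52 and 52 without 2M replicates 1, 2, 3, 4 and 5. It thus dropped by a similar amount whichever 2M array was left out. Counts at adjusted p of 0.05 were 526, 589 and 581 without 2M replicates 1, 2 and 3, 1165 and 1173 without wild_type replicates 3 and 5, and 3167 and 1156 without before_activation replicates 2 and 3. There were 18 calls with before_activation alone as controls and 126 with wild_type alone, 30 without the arrays with muscle or skin transcripts and 43 within the high Dap arrays. Leaving out the arrays high in lymphocyte transcripts left 1 array at 2M against 7 controls (36 calls with that array assumed to vary like the others), which is too few to say whether the calls hold.

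At 3M Csn1s2a (11.53 ± 0.78, adjusted p = 2.65e-06), Car6 (7.60 ± 0.47), Pigr (7.01 ± 0.47), Csn1s2b (5.63 ± 0.31) and Mmp12 (4.81 ± 0.35) were higher and Itih2 (-3.50 ± 0.46) lower than in the controls, each in 5 of 5 arrays. Exo1 (4.33 ± 0.47, adjusted p = 0.000190), Depdc1a (4.06 ± 0.41, adjusted p = 0.000102) and Muc1 (3.17 ± 0.42) were called, and Foxm1 differed by 1.49 ± 0.34, adjusted p = 0.0166. Rrm2 (3.83 ± 0.65, adjusted p = 0.00319) was called too, but not without 3M replicate 1 or without 3M replicate 3 (adjusted p up to 0.0140). Nusap1 (3.90 ± 0.74, adjusted p = 0.00610) was called, but not without any single 3M array or wild_type replicate 1, 4 or 5 (adjusted p up to 0.0226). All 34 mitosis members were higher over all genes tested and adjusted over the list alone, with Mad2l1 (2.39 ± 0.22, adjusted p = 5.77e-05). DNA replication had 28 of 31 (30 adjusted over the list alone), with Cdc45 (2.14 ± 0.22). List means were higher by 3.84 (adjusted p = 0.0792 with an estimated correlation) and 2.27 (adjusted p = 0.0401 with an estimated correlation), each in 5 of 5 arrays (adjusted permutation p = 0.00139). In all 13 of 25 list means passed, 9 higher and 4 lower. In limma 270 probe sets were called, 262 of them higher (200 genes). At adjusted p of 0.05 there were 1598 higher and 1337 lower, in all 1783 without 3M replicate 1 and 1889 without 3M replicate 3. There were 156 calls without 3M replicate 1 and 179 without 3M replicate 3, 91 without the arrays high in lymphocyte transcripts, 125 without those with muscle or skin transcripts and 125 within the high Dap arrays. With before_activation alone as controls 41 were called, and with wild_type alone 264.

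At 4M Car6 (10.19 ± 0.34, adjusted p = 4.8e-10), Csn1s2a (11.82 ± 0.79), Pigr (8.09 ± 0.33), Lalba (6.91 ± 0.32) and Csn1s2b (5.80 ± 0.31) were higher and Itih2 (-3.09 ± 0.45) lower, each in 5 of 5 arrays. Exo1 (4.39 ± 0.48, adjusted p = 0.000185), Depdc1a (3.80 ± 0.44, adjusted p = 0.000284) and Muc1 (2.68 ± 0.39) were called. Rrm2 (3.63 ± 0.66, adjusted p = 0.00634) was called, but not without any single 4M array, wild_type replicate 1, 4 or 5 or before_activation replicate 3 (adjusted p up to 0.0249). Nusap1 (3.71 ± 0.74, adjusted p = 0.0107) was not called, except without wild_type replicate 3 or before_activation replicate 1 (adjusted p at most 0.00855). Foxm1 was at 1.69 ± 0.32, adjusted p = 0.00760, under 5-fold and so not called. Mitosis had 34 of 34 members higher over all genes tested and 34 adjusted over the list alone, with Cenpe (4.53 ± 0.54) and Ttk (3.52 ± 0.48), and a list mean of 3.59 in 5 of 5 arrays (adjusted permutation p = 0.00167; adjusted p = 0.0818 with an estimated correlation). Interferon response was higher by 0.49 (adjusted permutation p = 0.0250; adjusted p = 0.312 with an estimated correlation), though not past the threshold without 4M replicate 2 or 3 (adjusted permutation p = 0.0944 and 0.0649), with 1 member higher and 1 lower over all genes tested and 6 and 1 adjusted over the list alone. Of 25 list means 9 passed, 7 higher and 2 lower. In limma 226 probe sets were called, 220 of them higher (175 genes). At adjusted p of 0.05 there were 1575 higher and 699 lower, in all 1495, 1096 and 1382 without 4M replicates 1, 2 and 5. Without 4M replicate 2 there were 123 calls, without 4M replicate 5 there were 133, without the arrays with muscle or skin transcripts 29, without those high in lymphocyte transcripts 78, and within the high Dap arrays 141. With before_activation alone as controls 47 were called, and with wild_type alone 182. The 3-prime minus 5-prime difference of beta-actin was 1.10 higher at 4M (exact permutation p = 0.00366, adjusted p = 0.0256), and 0.490 without 4M replicate 2.

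At 5M Csn1s2a (11.80 ± 0.77, adjusted p = 1.23e-06), Car6 (9.87 ± 0.57), Pigr (8.57 ± 0.40), Lalba (6.58 ± 0.34) and Csn1s2b (5.85 ± 0.27) were higher and Itih2 (-3.84 ± 0.38) and the homeobox gene Hoxa7 (-2.53 ± 0.38) lower, each in 5 of 5 arrays. All 6 study markers used here were called: Exo1 (4.90 ± 0.47, adjusted p = 4.25e-05), Depdc1a (4.94 ± 0.42), Nusap1 (4.38 ± 0.73), Rrm2 (4.25 ± 0.66), Muc1 (3.20 ± 0.41) and Foxm1 (2.56 ± 0.38, adjusted p = 0.000702). Without 5M replicate 3, at 7.42, the Foxm1 difference fell just under 5-fold. Mitosis had 34 of 34 members higher and DNA replication 30 of 31, over all genes tested and adjusted over the list alone, with Mcm4 (2.53 ± 0.24) and Mad2l1 (2.71 ± 0.22). List means were higher by 4.24 (adjusted p = 0.135 with an estimated correlation) and 2.50 (adjusted p = 0.0847 with an estimated correlation), each in 5 of 5 arrays (adjusted permutation p = 0.00104). Adipocytes had 12 of 20 lower (16 adjusted over the list alone; mean -0.89, adjusted permutation p = 0.00278; adjusted p = 0.157 with an estimated correlation), with Cidec (-1.66 ± 0.19). Interferon response had 7 of 13 higher (10 adjusted over the list alone; mean 1.02, adjusted permutation p = 0.00104; adjusted p = 0.157 with an estimated correlation). In limma 390 probe sets were called, 371 of them higher (277 genes), with 2746 higher and 2479 lower at adjusted p of 0.05. The Dap spike-in was low in 4 of the 5 arrays and in 3 controls. Within the low arrays 322 were called (4 against 3) and within the high arrays, with an arm of 1 array, 44 (1 against 7), which says nothing on whether the calls hold there. Without the arrays with muscle or skin transcripts there were 25 calls, and with before_activation alone as controls 142.

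**Figure D2:**
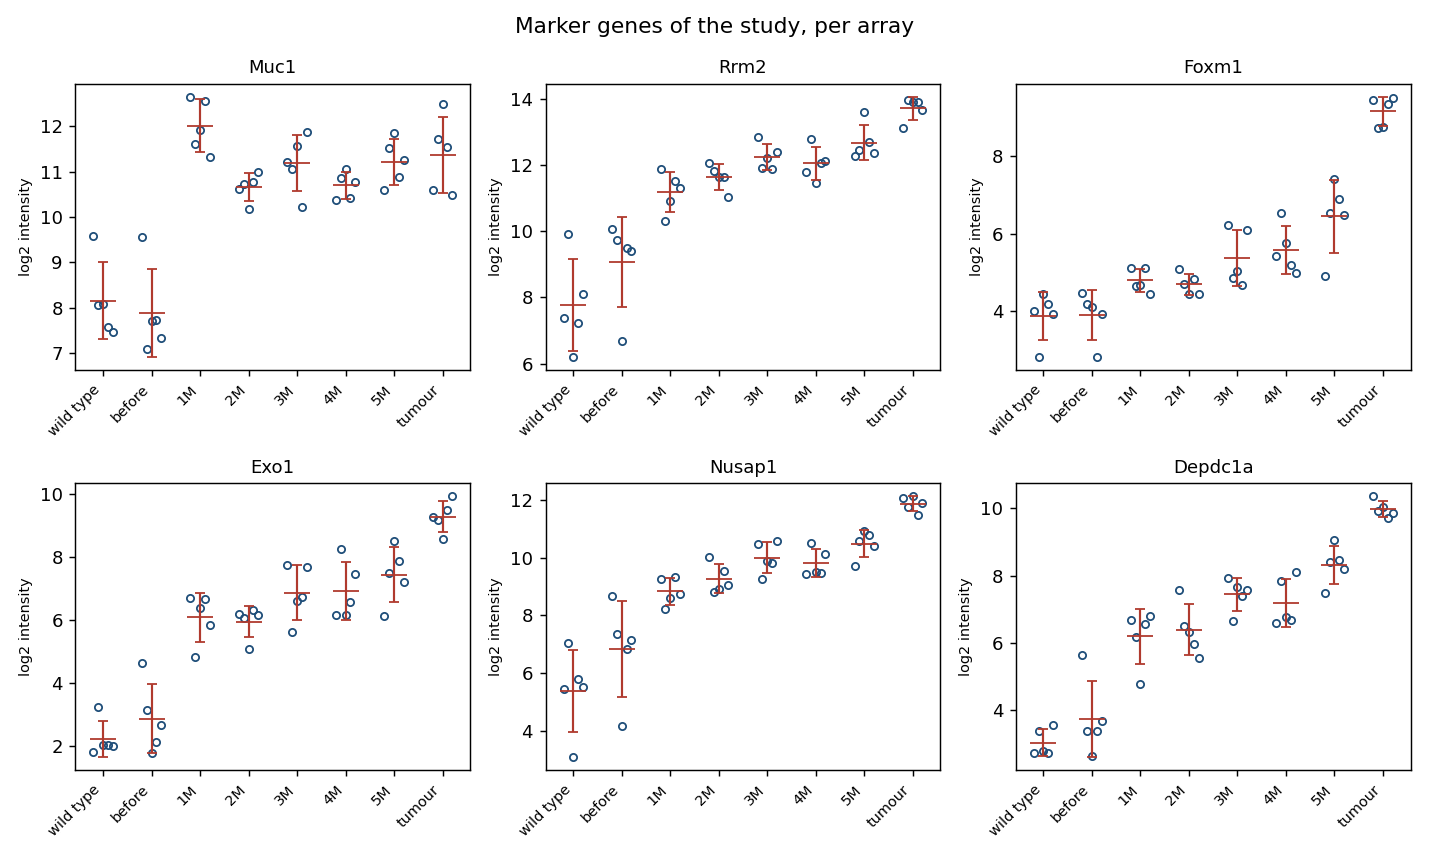
Log2 intensity (vertical axis) of 6 study markers in the 8 groups (horizontal axis); circles are single arrays, and bars show the group mean and standard deviation. Mean Exo1 was 2.55 in the controls, 5.96 at 2M, 7.45 at 5M and 9.30 in tumours.

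The comparison of before_activation with wild_type asks whether the transgenic background alone changed the glands. Adamts4 (2.44 ± 0.36, 5 of 5 arrays), the tenascin gene Tnc (1.25 ± 0.38) and the fat hormone gene Lep (-1.47 ± 0.46) had the same adjusted p of 0.106 in limma, and the study markers Rrm2 (1.31 ± 0.83, adjusted p = 0.296), Nusap1 (1.45 ± 0.93, adjusted p = 0.303), Exo1 (0.65 ± 0.53, adjusted p = 0.426), Depdc1a (0.70 ± 0.51, adjusted p = 0.371), Muc1 (-0.27 ± 0.55, adjusted p = 0.767) and Foxm1 (0.02 ± 0.38, adjusted p = 0.972) did not pass. Single arrays weighed on them: Nusap1 was at 0.88 without wild_type replicate 3, Exo1 at 0.21 and Depdc1a at 0.22 without before_activation replicate 1, Muc1 at 0.09 without wild_type replicate 1 and Foxm1 at -0.24 without wild_type replicate 2. Wap differed by -0.02 ± 0.09, adjusted p = 0.896. The mitosis list mean was 1.41 with 4 of 5 arrays in that direction (exact permutation p = 0.159, adjusted p = 0.595), with 0 members past the threshold over all genes tested or adjusted over the list alone. Of the list means 0 of 25 passed, although camera at the preset correlation passed 10 lists, 0 of them with an estimated correlation (adjusted p = 0.647 for mitosis). In limma 0 probe sets were called and 0 passed adjusted p of 0.05, while 15477 had an unadjusted p under 0.05, where 2251.85 would by chance. The median difference over all probe sets was -0.0546. A small shift shared by many probe sets cannot be told from an effect of the transgenic background. That count is therefore no measure of genes changed by it. At adjusted p of 0.05 there was 1 without wild_type replicate 4 or before_activation replicate 2, and 3 without before_activation replicate 1 or 4. The methods' t-test called 0 and the fit of all 8 groups 4. The BioB hybridisation spike-in differed by -0.847 between these groups (exact permutation p = 0.0476).

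The study left 1M out because of lactation, and the comparison of 1M with 2M asks what set it apart. The stromelysin gene Mmp11 (4.17 ± 0.42, adjusted p = 0.0215, 5 of 5 arrays), the milk lipid gene Xdh (1.10 ± 0.17, adjusted p = 0.0449) and the stress gene Atf3 (1.72 ± 0.17, adjusted p = 0.0215) were higher at 1M at adjusted p of 0.05. Wap differed by 2.02 ± 0.91, adjusted p = 0.422, and Muc1 by 1.35 ± 0.28, adjusted p = 0.0982. The other markers differed by -0.45 ± 0.30, adjusted p = 0.632 (Rrm2), 0.11 ± 0.17, adjusted p = 0.747 (Foxm1), 0.13 ± 0.39, adjusted p = 0.848 (Exo1), -0.44 ± 0.29, adjusted p = 0.634 (Nusap1) and -0.19 ± 0.48, adjusted p = 0.818 (Depdc1a), each of them changed by over 1.5 times or in direction without some single arrays. Macrophages had 1 of 16 members higher over all genes tested and 11 adjusted over the list alone, with a list mean of 1.08 in 5 of 5 arrays (exact permutation p = 0.00794, the smallest possible here, adjusted p = 0.0992; adjusted p = 0.266 with an estimated correlation). Without 1M replicate 1 it passed (adjusted permutation p = 0.0496), as did 3 other list means, where 0 of 25 passed with all arrays. Milk and lactation had 1 of 22 higher (3 adjusted over the list alone; mean 0.36, adjusted permutation p = 0.694). In limma 0 probe sets were called, with 67 higher and 49 lower at adjusted p of 0.05 and 5488 at an unadjusted p under 0.05. The methods' t-test called 0 and the fit of all 8 groups 10. Counts at adjusted p of 0.05 were 29, 5, 23, 16 and 762 without 1M replicates 1, 2, 3, 4 and 5, and 22, 11, 7 and 17 without 2M replicates 2, 3, 4 and 5. There were 11 calls without 1M replicate 5, 2 without 1M replicate 3 or 2M replicate 1, and 1 without 2M replicate 3.

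The slope over 2M to 5M asks whether markers rose with the months since activation. The study markers had a mean slope of 0.38 per month, from 8.10 at 2M to 9.43 at 5M over 20 arrays (permutation p = 0.00192, adjusted p = 0.0480; adjusted p = 0.378 with an estimated correlation), with Foxm1 at 0.55 ± 0.13, adjusted p = 0.0910 and Depdc1a at 0.56 ± 0.13, adjusted p = 0.0964. Nusap1 was at 0.34 ± 0.10, adjusted p = 0.167, Rrm2 at 0.29 ± 0.09, adjusted p = 0.202, Exo1 at 0.45 ± 0.15, adjusted p = 0.237 and Muc1 at 0.12 ± 0.10, adjusted p = 0.736 (0.08 without 2M replicate 3 and 0.07 without 5M replicate 3). The study chose these markers on the same arrays, so their slope is not independent evidence. Months also went with labelling: the Dap spike-in was low in 4 of 5 arrays at 5M and in 0 at 2M, 3M and 4M. At 5M the high Dap array, replicate 1, had a study marker mean of 8.52, and the low ones had 9.32 to 10.22. T cell genes were high in 4, 2, 1 and 2 of 5 arrays at 2M to 5M. The slope of list means allowed for neither, so the rise cannot be put down to months alone. In the list 5 of 6 were higher adjusted over the list alone and 0 over all genes tested. Mitosis had a slope of 0.33 per month (adjusted permutation p = 0.0510; 25 of 34 adjusted over the list alone), DNA replication one of 0.22 (adjusted permutation p = 0.0510; 17 of 31) and DNA repair one of 0.19 (adjusted permutation p = 0.0510; 8 of 17), none of them past 0.05. These results changed when single arrays were left out. The study markers did not pass without 2M replicate 2, 3, 4 or 5, 3M replicate 2 or 4, 4M replicate 2 or 5, or 5M replicate 2, 3, 4 or 5 (adjusted permutation p up to 0.159), where 0 list means passed. Without any single one of the other 8 arrays 4 or 5 passed, mitosis, DNA replication and DNA repair among them (adjusted permutation p of 0.0484 at most). Luminal epithelium had a slope of 0.16 (adjusted permutation p = 0.0571), skeletal muscle 1.28 (adjusted permutation p = 0.2002) and T cells -0.68 (adjusted permutation p = 0.212). Car6 had the slope 1.56 ± 0.26, adjusted p = 0.0323. In limma 0 probe sets were called, 26 rose and 4 fell at adjusted p of 0.05, and 5172 had an unadjusted p under 0.05. The 30 at adjusted p of 0.05 became 0 without 2M replicate 1 and 558 without 5M replicate 1, and moved by over 1.5 times without 16 of the 20 arrays. There were 53 calls without 5M replicate 1, 1 each without 2M replicate 5, 3M replicate 3 or 5M replicate 4, and 363 when 1M was included. Without 5M replicate 1 every array at 5M was of low Dap, so the 53 and the 558 cannot be put down to months alone.

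**Figure D3:**
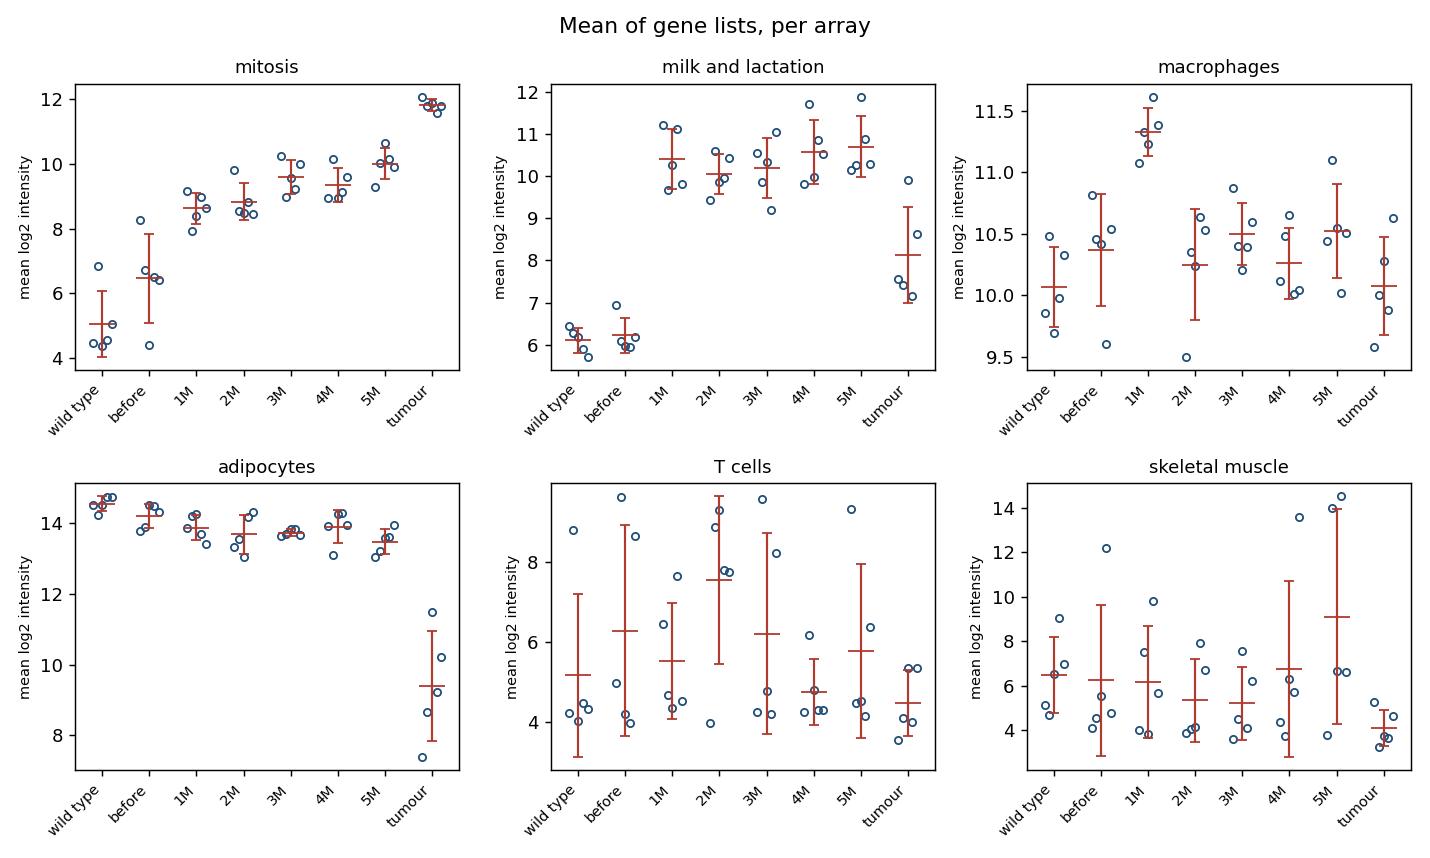
Mean log2 intensity (vertical axis) of 6 gene lists in the 8 groups (horizontal axis); circles are single arrays, and bars show the group mean and standard deviation. The mitosis mean was 8.83 at 2M and 10.01 at 5M, and at 2M the T cell mean ran from 3.98 to 9.31.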

Values the study reported

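According to the study, samples of 40 mice were analysed, in equal groups. Its t-test of controls against the early months gave 230 probe sets, and that of controls against invasive tumours gave 2398. The study reports 173 probe sets common to both, which stand for 140 genes, and found no murine gene up-regulated only in DCIS. By RT-PCR in month 2, FOXM1 and DEPDC1 did not differ significantly from the controls, and did so from month 3.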

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

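The tests of the T cell list within the labelling batches and within groups, of the luminal share and of dilution by tumour cells were chosen only after the results were seen.

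Within 304 groups of 5 arrays, 36 had 1 array whose gap to the nearest of the other 4 was above the 95 percent critical value of Dixon's test, where chance gives about 1 in 20 groups, or 15.2. For list means the array and its nearest neighbour are given. T cells were at 8.824 in wild_type replicate 2 (next 4.478), 3.98 in 2M replicate 1 (7.766) and 6.185 in 4M replicate 2 (4.791), and B cells and plasma cells at 8.883 in wild_type replicate 2 (4.799) and 4.59 in 2M replicate 1 (8.198). Skeletal muscle was at 12.2 in before_activation replicate 4 (5.543) and 13.59 in 4M replicate 5 (6.315). Epidermis was at 8.024 in wild_type replicate 1 (4.089), 5.634 in 1M replicate 2 (4.039) and 9.254 in 4M replicate 1 (4.065). Mitosis was at 6.84 in wild_type replicate 2 (5.05) and 9.81 in 2M replicate 1 (8.834), where luminal epithelium was at 11.79 (11.11) and basal and myoepithelial cells at 11.15 (10.12). DNA replication was at 11.72 in invasive_tumour replicate 3 (11.93), Rb and E2F regulators at 9.562 in 3M replicate 1 (9.341) and milk and lactation at 6.94 in before_activation replicate 1 (6.177). In invasive_tumour replicate 4, p53 targets were at 10.06 (9.519) and immediate early genes at 11.59 (10.54). Brown adipocytes were at 6.486 in 3M replicate 3 (6.007), matrix remodelling at 9.661 in 4M replicate 3 (9.062) and epithelial-mesenchymal transition at 8.404 in 4M replicate 5 (8.74). Hypoxia and glycolysis was at 10.43 in 5M replicate 1 (10.99), and erythrocytes at 3.478 in 1M replicate 4 (5.254) and 4.138 in invasive_tumour replicate 1 (3.446).

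Among single genes, Muc1 stood apart at 9.588 in wild_type replicate 1 (next 8.072) and 9.56 in before_activation replicate 1 (7.726), and Rrm2 at 6.676 in before_activation replicate 3 (9.404). Exo1 was at 3.233 in wild_type replicate 2 (2.032) and 5.087 in 2M replicate 3 (6.066), Wap at 11.91 in 5M replicate 3 (8.695) and Actb at 15.04 in invasive_tumour replicate 1 (15.38). The 3-prime minus 5-prime difference of beta-actin was 2.556 in 2M replicate 1 (2.062) and 5.402 in 4M replicate 2 (2.672). The mean correlation with the own group was 0.9814 in wild_type replicate 2 (0.9861) and 0.9815 in 2M replicate 1 (0.9867). The early and the tumour effects differed by the direct comparison of the tumours with 2M and 3M, which called 1820 probe sets. The BioB hybridisation spike-in, used in no comparison, was 0.7581 higher in the other groups than in the controls (9.72 against 8.96, permutation p = 1e-04) and differed by -0.847 between before_activation and wild_type (exact permutation p = 0.0476).

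B and T cell genes varied widely between gland arrays, and a piece of lymph node in some samples may account for it. Over 35 gland arrays the T cell list followed the lymph node stroma list (r = 0.906, rank correlation 0.880, and 0.883 without the 2 farthest arrays; permutation p = 1e-05, the smallest possible, adjusted p = 1.5e-05 over 3 relations). It followed the B cell list too (r = 0.977), and the macrophage list less (r = 0.184, permutation p = 0.291; rank correlation 0.418, permutation p = 0.0126). The stroma list was chosen after the data were seen. In the 14 arrays with high T cell levels its gene Cxcl13 was at 12.01 against 8.04 in the other 21. Madcam1 was at 5.20 against 4.29 and Chst4, near the floor, at 2.88 against 2.43. The relation to the stroma list thus rests mostly on Cxcl13. Labelling batch as split by Dap level and months since activation are argued against as the whole cause. T cell levels ran from 3.98 to 9.63 in the 28 high Dap gland arrays and from 4.16 to 8.66 in the 7 low ones. The range within the high Dap arrays was 1 times that of all gland arrays. With 28 of 35 arrays such a ratio was likely, so the spread within both levels weighs more. A share of 0.827 of the sum of squares of T cell levels lay within the 7 gland groups (0.735 at the lowest without 1 array, 2M replicate 1). A test of 2M and 3M against the controls (permutation p = 0.307) and the range within 2M (0.943 times that of all gland arrays, but 0.273 without 2M replicate 1) did not decide, while lymphocytes in the gland itself stay open.

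Cell cycle lists were higher at 2M and 3M. The luminal epithelium list differed by 0.0105 (from -0.0476 to 0.0569 without each array in turn) while mitosis differed by 3.45. Members of the luminal list went both ways, Foxa1 lower and Ehf higher among them. Its flat mean therefore cannot decide on a larger share of luminal epithelium. Dividing cells of lymph nodes are argued against as the whole cause at 3M. Without the arrays high in lymphocyte transcripts the mitosis list still differed by 4.33 (exact permutation p = 0.00303). That p is the smallest possible for 7 against 4 arrays. The 3M replicates 1, 3 and 4 were left, at 10.24, 9.55 and 9.22. The highest control left was at 8.28 (before_activation replicate 1). At 2M only replicate 1 was left, which was flagged at 9.81, so the test does not decide for 2M. Division of the cells that carry the active transgene stays open, as does an effect of the past lactation. The design cannot tell these apart, and neither was tested.

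Lists of gland cells were lower in tumours. Dilution of all gland cells alike by tumour cells, with no gain of macrophages, is argued against. The adipocyte list fell by 4.84 more than the macrophage list (difference of -4.84, exact permutation p = 0.000333, the smallest possible). Labelling batch as split by Dap level is argued against too, since adipocytes differed by -4.88 within the high Dap arrays alone (exact permutation p = 0.00126). Among those arrays the Phe labelling spike-in still varied. It was at 5.35 to 6.65 in invasive_tumour replicates 2 to 5, 8.39 in replicate 1 and 7.25 to 7.72 in the 7 controls. Labelling differences other than the Dap level were not tested. A larger loss of fat than of other cells, a gain of macrophages in tumours, or sampling of tumour tissue free of fat stays open. These were not told apart by any test here.

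Arrays were also divided at random into groups of the same sizes, 100 divisions each with the real one included, and for the calls only 1, the real one, gave as many in 9 comparisons and both overlap counts. Real calls and the highest of any other division were 253 and 0 for 2M and 3M, tumours (3045, 26), 1M (173, 0), 2M (91, 1), 3M (270, 2), 4M (226, 11), 5M (390, 1), tumours against 4M and 5M (1673, 107) and tumours against 2M and 3M (1820, 0). With 100 divisions the smallest share possible is 1 in 100 for each count, with no adjustment over the counts. Chance is thus unlikely for these calls but not excluded. The shared (203, 0) and early only calls (46, 0) decide nothing on overlap, since other divisions gave hardly any calls that could overlap. Chance cannot be excluded for before_activation against wild_type, 1M against 2M and the slope, but there limma called 0, which all 100 divisions match whatever they give (highest other 1, 5 and 1), so the test decides nothing. At an unadjusted p under 0.05 there were 15477, 5488 and 5172, a count not compared with other divisions. For lists past camera's threshold at the preset correlation chance cannot be excluded at 2M and 3M (20 of 100 divisions gave as many, 13, highest other 17), tumours (48; 11, 18), 1M (15; 13, 15), 2M (6; 14, 16), 3M (31; 12, 16), 4M (31; 11, 15), 5M (29; 12, 14), before_activation against wild_type (31; 10, 15), tumours against 4M and 5M (43; 12, 19), tumours against 2M and 3M (12; 14, 17) and 1M against 2M (53; 9, 16). For the slope 1 division, the real one, gave as many (15, highest other 14), which makes chance unlikely for that count but does not exclude it. With an estimated correlation 0 lists passed, and 1 of 25 list means did, and that one not without any 1 of 12 arrays.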

How the results depend on the processing

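The fits without arrays high in lymphocyte, muscle or skin transcripts, with the T cell mean as a covariate and with a labelling block were chosen only after the results were seen; causes were not tested unless given. Among named genes, the alternatives chosen beforehand kept direction and side of the threshold in 30473 results, 1166 became weaker and 237 stronger; among the added ones these were 4470, 468 and 34. Lists kept it in 5932, with 248 weaker, 118 stronger and 2 reversed: epidermis at 1M had a signed adjusted p of 0.0412 without wild_type replicate 1 (-0.830 with all arrays, minus for lower, lowest -0.946), and skeletal muscle in before_activation against wild_type -0.0229 without before_activation replicate 4 (0.266 with all arrays, highest 0.627).

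An offset of 32, which shrinks folds of dim probe sets, gave 133 calls for 2M and 3M, 1908 for tumours, 91, 51, 159, 137 and 232 for 1M to 5M, 899 for tumours against 4M and 5M, 1019 for tumours against 2M and 3M, and 100 shared. The share of higher calls went from 27.6 to 18.2 percent in tumours against 4M and 5M and from 31.8 to 24.3 percent in tumours against 2M and 3M. A 2-fold limit, which lets in smaller changes, gave 1213, 8619, 495, 208, 798, 571, 1603, 5460, 6153 and 1009 in the same order, with 156 early only and 2 for 1M against 2M. With before_activation alone there were 147 for 2M and 3M, 86, 18, 41, 47 and 142 for 1M to 5M, and 102 shared; with wild_type alone, also 5 controls, every count stayed within 1.5 times (284 for 2M and 3M and 126 for 2M). The cause of these and the following was not tested. The methods' t-test gave 1001 for tumours against 4M and 5M and 1118 for tumours against 2M and 3M. The fit of all 8 groups gave 192 for 2M, 4 for before_activation against wild_type and 10 for 1M against 2M. Only probe sets above the median gave 151 for 2M and 1 for 1M against 2M, quantile normalization 1 for the slope, and the slope from 1M 363.

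Without arrays high in lymphocyte transcripts there were 44, 91 and 78 calls for 1M, 3M and 4M and 34 for the slope; at 2M a single array was left, assumed to vary like the others (36), which does not decide. Without arrays with muscle or skin transcripts there were 75, 30, 125, 29 and 25 for 1M to 5M. The T cell covariate gave 58 for 2M and 2 for 1M against 2M, and the cause of these changes was not tested. Of the 253 early calls, 246 were shared with those after quantile normalization, 133 with an offset of 32, 230 with the methods' t-test and 152 without the lymphocyte arrays.

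An estimated correlation, which takes the spread of a list's members together, passed 4 lists at 2M and 3M, 0 in tumours, 1, 3, 5, 4 and 1 at 1M to 5M, and 0 in before_activation against wild_type, tumours against 4M and 5M, tumours against 2M and 3M, 1M against 2M and the slope.

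A replicate block, which pairs arrays that share only a number, gave 255 calls for 2M and 3M, 3031 for tumours and 202 shared. Of 140 pairs with the same number 61 had a residual correlation above 0.1, with a mean of 0.0569 against -0.0137 for other pairs.

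Leaving out each array in turn gave 228 to 279 calls for 2M and 3M, 2909 to 3271 for tumours, 184 to 228 shared, 40 to 52 early only, 314 to 440 for 5M, 1483 to 1968 for tumours against 4M and 5M and 1678 to 2152 for tumours against 2M and 3M. Ranges were wider for 1M (112 to 236, lowest without 1M replicate 4), 2M (49 to 161, lowest without 2M replicate 2 and highest without before_activation replicate 1, and 54, 54, 52 and 52 without 2M replicates 1, 3, 4 and 5), 3M (156 to 315, lowest without 3M replicate 1, and 179 without 3M replicate 3), 4M (123 to 283, lowest without 4M replicate 2, and 133 without 4M replicate 5), 1M against 2M (0 to 11, highest without 1M replicate 5, 2 without 1M replicate 3 or 2M replicate 1, and 1 without 2M replicate 3) and the slope (0 to 53, highest without 5M replicate 1, and 1 without 2M replicate 5, 3M replicate 3 or 5M replicate 4). The labelling block was not fitted for tumours against 2M and 3M and for 1M against 2M, whose arrays are all of high Dap, and the slope was not refitted with the methods' t-test, the fit of all 8 groups or a fold limit. Tumours, 2M and 3M hold no arrays to leave out for muscle or skin transcripts in their comparison. Signal near the floor limits the folds, since 52.2 percent of tested probe sets had a mean below 5 on the log2 scale.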

Other observations

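The genes that were called at 2M and 3M and not in tumours were examined only after the counts had been seen. In these arrays 46 probe sets were higher at 2M and 3M without being called in tumours, 57 by the methods' t-test, and 21 of the 46 were lower in tumours by the direct comparison.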
